# NANOS2 is a sequence-specific mRNA-binding protein that promotes transcript degradation in spermatogonial stem cells

**DOI:** 10.1016/j.isci.2021.102762

**Published:** 2021-06-24

**Authors:** Azzurra Codino, Tomasz Turowski, Louie N. van de Lagemaat, Ivayla Ivanova, Andrea Tavosanis, Christian Much, Tania Auchynnikava, Lina Vasiliauskaitė, Marcos Morgan, Juri Rappsilber, Robin C. Allshire, Kamil R. Kranc, David Tollervey, Dónal O'Carroll

**Keywords:** Biological sciences, Molecular biology, Developmental biology, Omics, Transcriptomics

## Abstract

Spermatogonial stem cells (SSCs) sustain spermatogenesis and fertility throughout adult male life. The conserved RNA-binding protein NANOS2 is essential for the maintenance of SSCs, but its targets and mechanisms of function are not fully understood. Here, we generated a fully functional epitope-tagged *Nanos2* mouse allele and applied the highly stringent cross-linking and analysis of cDNAs to define NANOS2 RNA occupancy in SSC lines. NANOS2 recognizes the AUKAAWU consensus motif, mostly found in the 3′ untranslated region of defined messenger RNAs (mRNAs). We find that NANOS2 is a regulator of key signaling and metabolic pathways whose dosage or activity are known to be critical for SSC maintenance. NANOS2 interacts with components of CCR4-NOT deadenylase complex in SSC lines, and consequently, NANOS2 binding reduces the half-lives of target transcripts. In summary, NANOS2 contributes to SSC maintenance through the regulation of target mRNA stability and key self-renewal pathways.

## Highlights

• NANOS2 is a 3′UTR mRNA binding protein and recognizes the AUKAAWU consensus
• CCR4-NOT deadenylase complex is the primary interactor of NANOS2 in spermatogonia
• NANOS2 binding results in mRNA destabilization
• NANOS2 regulates key spermatogonial signaling and metabolic pathways

## Introduction

The maintenance of spermatogonial stem cells (SSCs) is essential to sustain life-long spermatogenesis and adult male fertility. In mouse, this population of stem cells resides within undifferentiated type A spermatogonia (Huckins, 1971; Oakberg, 1971). Undifferentiated spermatogonia comprise A_single_ (A_s_ or isolated cells) and A_paired_ (A_pr_, a pair of connected cells) or A_aligned_ (A_al_, chains of 4, 8, or 16 connected cells) cells that arise due to incomplete cytokinesis and remain attached by intercellular bridges. The glial-cell-line-derived neurotrophic factor (GDNF) receptor Gfrα1 marks a subset of A_s_, A_pr_, and A_al4_ that contains SSCs (Hara et al., 2014; Nakagawa et al., 2010). Gfrα1-positive A_s_ are heterogeneous and include a subset of cells expressing ID4 and PAX7, which have SSC activity (Aloisio et al., 2014; Chan et al., 2014; Helsel et al., 2017; Sun et al., 2015). Upon Gfrα1 downregulation, SSCs give rise to an intermediate population of spermatogenic precursors, marked by Ngn3, which are responsive to retinoic acid (RA) signaling and thus can differentiate into c-Kit-positive cells (Ikami et al., 2015; Nakagawa et al., 2010). Mechanistically, RA instructs spermatogonia differentiation through the activation of the PI3K/AKT/mTORC1 signaling pathway, which in turn enhances the translation of differentiation-related genes such as c-Kit (Busada et al., 2014, 2015a, 2015a; 2015a). SSC self-renewal is extrinsically dependent upon growth factors, such as GDNF and fibroblast growth factor (FGF) (Kitadate et al., 2019; Meng et al., 2000). Furthermore, GDNF, FGF2, epidermal growth factor (EGF), and leukemia inhibitory factor (LIF) are key to promote SSC maintenance in long-term cultures (Kanatsu-Shinohara et al., 2003; Kubota et al., 2004; Takashima and Shinohara, 2018). Downstream signaling cascades activated by these growth factors, such as phosphatidylinositol 3-kinase (PI3K)-Akt and ERK/MAPK pathways are also essential for SSC self-renewal (Hasegawa et al., 2013; Ishii et al., 2012; Lee et al., 2007). The signaling cascades activated by the aforementioned growth factors input into the mTOR pathway (Laplante and Sabatini, 2012; Liu and Sabatini, 2020; Yu and Cui, 2016). Tight control of mTOR complex 1 (mTORC1) activity is critical in regulating the balance between self-renewal and differentiation in SSCs (Busada et al., 2015b; Hobbs et al., 2010; Serra et al., 2017), as shown by the progressive spermatogenic failure associated with the alteration of the mTORC1 component RAPTOR or the regulatory TSC1/2 complex (Hobbs et al., 2015; Serra et al., 2019; Wang et al., 2016).

The RNA-binding protein (RBP) NANOS2 is mostly expressed in A_s_ and A_pr_ spermatogonia (Suzuki et al., 2009) and is required for the self-renewal of SSCs (Sada et al., 2009). Conditional ablation of *Nanos2* in adult testis results in the rapid depletion of undifferentiated type A spermatogonia and the progressive loss of spermatogenesis, whereas the overexpression of *Nanos2* results in the accumulation of undifferentiated type A spermatogonia (Sada et al., 2009). *Nanos2* is also required for the survival of male mouse gonocytes during embryonic development (Tsuda et al., 2003), where one function of NANOS2 is to supress aberrant entry into meiosis (Suzuki and Saga, 2008). In summary, NANOS2 is a key intrinsic regulator of the male germline.

*Nanos2* encodes a protein of 136 amino acids that contains two CCHC type zinc fingers and belongs to the family of NANOS RBPs with evolutionary conserved functions in the germline (De Keuckelaere et al., 2018; Tsuda et al., 2003). In mouse male embryonic gonocytes, NANOS2 interacts with the CCR4-NOT deadenylation complex and may promote transcript degradation in P-bodies (Suzuki et al., 2010). Moreover, CNOT1-NANOS2 interaction is essential for NANOS2 function during embryonic development (Suzuki et al., 2012). In postnatal SSCs, NANOS2 has been linked to the translational repression of several transcripts encoding proteins associated with SSC differentiation (Zhou et al., 2015b). NANOS2 via protein-protein interaction also sequesters mTOR in cytoplasmic messenger ribonucleoproteins to limit its activity (Zhou et al., 2015b). However, stringent biochemical approaches have not been employed yet to identify the full complement of *bona fide* NANOS2 RNA targets in SSCs, raising the possibility that additional and overlooked molecular mechanisms can underlie NANOS2 function in mouse SSCs.

## Results

### Generation and validation of the epitope-tagged *Nanos2*^*TAG*^ allele

To explore the function of NANOS2 in SSCs, we generated an endogenously tagged allele of *Nanos2* (*Nanos2*^*TAG*^) in the mouse. We inserted a complex tag that consisted of the V5 tag, the Myc tag, the precision protease site, the His tag, and the enhanced green fluorescent protein (EGFP) that generates an N-terminal NANOS2 fusion protein (Figures 1A and S1). This versatile tag enables many applications including immunofluorescence and immunoprecipitation approaches. Homozygous *Nanos2*^*TAG*^ mice were fertile and presented normal testicular weight as well as seminiferous tubule histology (Figures 1B–1D). Despite the size of the tag, the lack of phenotype in *Nanos2*^*TAG*^ mice demonstrates the functionality of the epitope-tagged allele. This genetic complementation is in stark contrast to the impact of *Nanos2* deficiency. *Nanos2* is essential for both the development of the male gonocytes and self-renewal of SSCs (Sada et al., 2009; Tsuda et al., 2003). In the adult testis *Nanos2* expression is restricted to undifferentiated spermatogonia, many of which are GFRα1-positive (Sada et al., 2009; Suzuki et al., 2009). We used anti-GFP antibodies to examine the expression of TAG-NANOS2 in whole-mount preparations of seminiferous tubules, which confirmed the restricted cellular expression profile. TAG-NANOS2 expression was restricted to undifferentiated spermatogonia, most of which were Gfrα1 positive (Figures 1E and 1F). Indeed, all Gfrα1-positive spermatogonia expressed TAG-NANOS2 (Figure 1F), as was previously reported for endogenous NANOS2 (Suzuki et al., 2009). PLZF staining that marks a wide population of progenitor spermatogonia from A_s_ to very long chains revealed that TAG-NANOS2 expression is restricted predominantly to A_s_ and A_pr_ rather than longer spermatogonial chains (Figure S2). Importantly, TAG-NANOS2 was not identified in c-Kit-positive differentiating spermatogonia (Figure 1G). Similar to what has been reported for endogenous NANOS2 (Sada et al., 2009; Suzuki et al., 2009; Zhou et al., 2015b), TAG-NANOS2 is localized to the cytoplasm and also found in P-bodies (Figure 1H). In summary, we conclude that the *Nanos2*^*TAG*^ allele is functional and faithfully recapitulates the reported expression of *Nanos2*.

**Figure 1:**
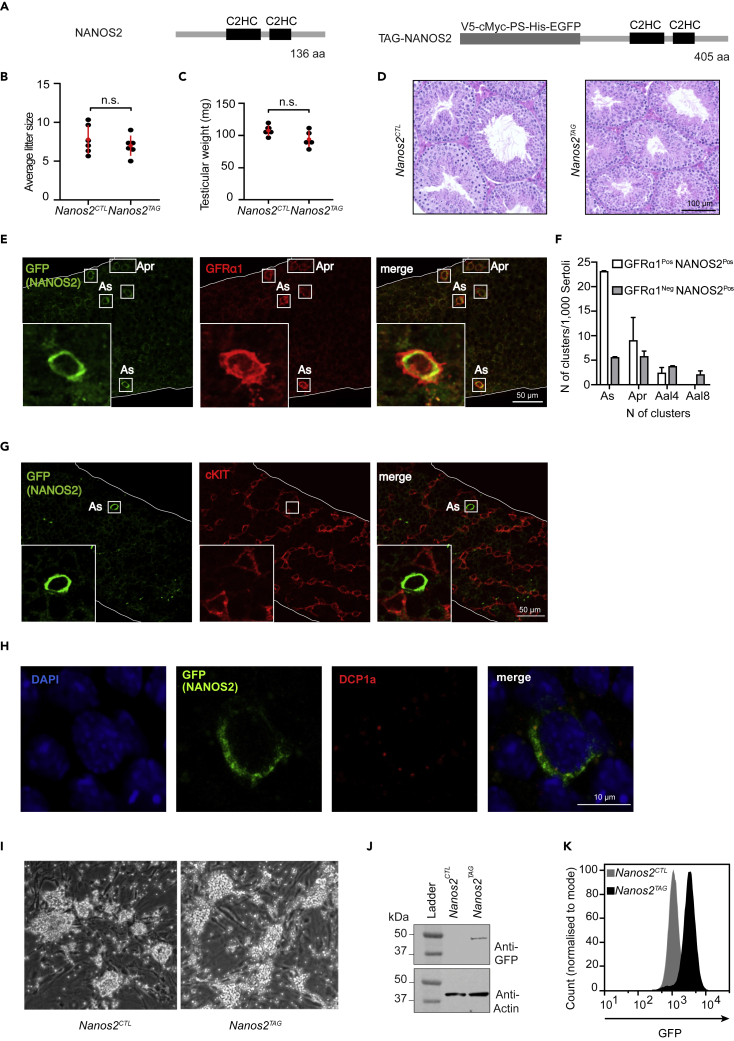
The *Nanos2*^*TAG*^ mouse allele is functional (A) Schematic representation of the NANOS2 protein and the TAG-NANOS2 fusion protein, with corresponding lengths of amino acid sequences (aa). (B) Number of litters per animal from *Nanos2*^*CTL*^*(Nanos2*^*+/+*^*)* and *Nanos2*^*TAG*^ (*Nanos2*^*TAG/TAG*^) mice. Data are mean and s.d., *n* = 6 for both genotypes. n.s. indicates not significant, p value > 0.05 using two-tailed Student's *t*-test. (C) Testicular weight of *Nanos2*^*CTL*^ and *Nanos2*^*TAG*^ from six-months-old mice. Data are mean and s.d., *n* = 5 for both genotypes. Statistical evaluation as in panel b. (D) Representative testis cross-sections stained with hematoxylin and eosin (H&E) from six-months-old *Nanos2*^*CTL*^ and *Nanos2*^*TAG*^ mice. Scale bar, 100 μm. (E) Representative immunofluorescent images of *Nanos2*^*TAG*^ seminiferous tubules stained with anti-GFP (green) and anti-GFRα1 (red) antibodies. Representative examples of GFRα1^Pos^, NANOS2^Pos^ cells (A_s_ and A_pr_) are highlighted (white boxes). Scale bar, 50 μm. (F) Enumeration of GFRα1^Pos^ NANOS2^Pos^ and GFRα1^Neg^ NANOS2^Pos^ testicular populations. The number of cells (N) present in each cluster is normalized to 1,000 Sertoli cells (y axis). Error bars represent SEM (standard error of mean). (G) Representative immunofluorescent images of *Nanos2*^*TAG*^ seminiferous tubules stained with anti-GFP (green) and anti-c-KIT (red) antibodies. Representative example of NANOS2^Pos^, c-KIT^Neg^ cell (A_s_) is highlighted (white box). Scale bar, 50 μm. (H) Representative immunofluorescent image of an A_s_ cell from *Nanos2*^*TAG*^ seminiferous tubules stained with with DAPI (blue), anti-GFP antibody (green) and anti-DCP1a (red). Scale bar, 5 μm. (I) Representative bright field images of *Nanos2*^*CTL*^ and *Nanos2*^*TAG*^ SSC lines cultured on mouse embryonic fibroblasts (MEF) feeders. (J) Western blot using anti-GFP and anti-Actin antibodies on *Nanos2*^*CTL*^ and *Nanos2*^*TAG*^ SSC lines lysates. (K) Flow cytometry analysis of *Nanos2*^*CTL*^ and *Nanos2*^*TAG*^ SSC lines. The GFP intensity of the *Nanos2*^*TAG*^ population is represented in a single-parameter histogram, with the overlay of the *Nanos2*^*CTL*^ control.

The transcriptome occupancy or the complement of transcripts bound by NANOS2 as well as a possible consensus binding site for NANOS2 remains uncharacterized by stringent cross-linking immunoprecipitation techniques coupled to high-throughput sequencing (CLIP-seq) approaches. RNA immunoprecipitation (RIP) of NANOS2 coupled with microarray hybridization from P7 testis (Zhou et al., 2015b) or from E14.5 fetal testis (Saba et al., 2014) had previously been used to define NANOS2 target transcripts. However, RIP is the least stringent method for target identification because the RNA is not cross-linked to the RBP and low-stringency washes can only be applied. In the case of NANOS2, this method is more problematic given that a portion of NANOS2 resides in P-bodies (Suzuki et al., 2010; Zhou et al., 2015b), and as such, NANOS2 RIP may readout many RNAs found therein. Furthermore, because cross-linking is not applied prior to the lysis of cells, RIP-based approaches are prone to artifacts due to the mixing of cellular compartments and the reassembly of new complexes with nonphysiological targets (Lee and Ule, 2018; Mili and Steitz, 2004). One limitation of CLIP-seq is the requirement of large amounts of input material due to the low efficient UV cross-linking of RNA to RBPs (Ramanathan et al., 2019). This constraint precludes the application of CLIP-seq from *ex vivo* isolated NANOS2-expressing spermatogonia. Fortunately, SSC lines derived from neonatal testis (Kanatsu-Shinohara et al., 2003) can be expanded in culture for prolonged periods of time, retaining their spermatogonial identity (Kanatsu-Shinohara et al., 2003). These cultures display functional heterogeneity as only a small fraction of these cells have the ability to produce colonies in recipient mouse testis in transplantation experiments (Kanatsu-Shinohara and Shinohara, 2013). They can also display heterogeneity in terms of different spermatogonia marker expression (Kanatsu-Shinohara et al., 2003). Nonetheless SSC cultures represent a valuable surrogate system for the study of SSCs and spermatogonia *in vitro* (Kanatsu-Shinohara and Shinohara, 2013). Thus, we derived control *Nanos2* wild type (*Nanos2*^*CTL*^) and experimental *Nanos2*^*TAG/TAG*^ or *Nanos2*^*TAG/+*^ (*Nanos2*^*TAG*^*)* SSC lines from postnatal testis (Figure 1I). All cell lines, independent of genotype, displayed the expected morphology (Figure 1I). TAG-NANOS2 could be detected by Western blotting from the SSC lines (Figure 1J), and more importantly, the *Nanos2*^*TAG*^ cell lines uniformly expressed TAG-NANOS2 as determined by FACS analysis using the fused EGFP (Figure 1K).

### CRAC reveals NANOS2 transcriptome occupancy in SSC lines

To gain insight into the mechanism by which NANOS2 maintains SSC self-renewal, we aimed to define NANOS2 transcriptome occupancy in SSCs by using cross-linking and analysis of cDNAs (CRAC) (Granneman et al., 2009). CRAC is one of the most stringent methods to identify high confident RNA-protein interactions due to the fact that only RBPs and RNAs at zero distance are cross-linked and that the cross-linked-RBP-RNA complexes are purified in multiple steps, with the last two being under denaturing conditions (Granneman et al., 2009; Lee and Ule, 2018; Ramanathan et al., 2019) (Figure S3). The *Nanos2*^*TAG*^ SSC lines permit the use of CRAC thanks to the presence of the V5 epitope tag, the PreScission protease recognition site and the His6 tag within TAG-NANOS2 (Granneman et al., 2009). After TAG-NANOS2 was UV-C cross-linked to RNAs in SSCs, TAG-NANOS2-RNA complexes were sequentially purified and analyzed by autoradiography. Coprecipitated RNA was recovered from *Nanos2*^*TAG*^ but not *Nanos2*^*WT*^ SSC lines (Figure 2A). RNA was isolated and converted into cDNA to generate libraries for high-throughput sequencing. After mapping sequencing reads to the mouse transcriptome, we analyzed the similarities among replicates and samples by calculating the Spearman's correlation coefficient. *Nanos2*^*TAG*^ replicates highly correlated with each other, while no correlation was observed between *Nanos2*^*TAG*^ and *Nanos2*^*CTL*^ (Figure S4A), indicating the specificity of the CRAC experiments. CRAC analysis revealed that NANOS2 predominantly bound (>88%) to mRNA (Figure 2B; Table S1), generally with one binding site per transcript (Figure 2C). Importantly, the vast majority of NANOS2-biding sites (81%) were located in the 3′ UTRs of transcripts (Figures 2D and 2E). For the transcripts with multiple NANOS2 binding sites, the length of the 3′UTR was not a determinant of the number of binding sites (Figure S4B).

**Figure 2:**
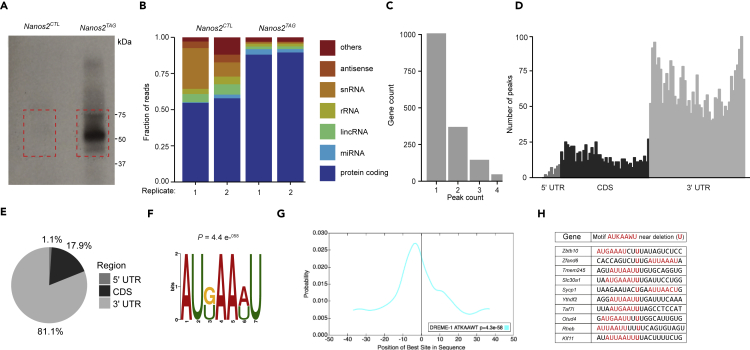
CRAC reveals NANOS2 occupancy, consensus binding sequence and preference for mRNA 3′ UTR residency in SSC lines (A) Autoradiograph showing the TAG-NANOS2 protein purified from homozygous *Nanos2*^*TAG*^ SSC lines by SDS-PAGE and cross-linked to radioactively labeled RNA. Dashed boxes indicate the area excised for the elution of RNA-protein complexes. (B) Transcriptomic distribution of mapped CRAC reads among different classes of RNAs as indicated is shown. (C) The number of NANOS2 peaks in individual mRNAs identified within sequencing reads is shown. (D)Metagene profile of NANOS2 CRAC peaks along the 5′ UTR, CDS, and 3′ UTR of its targets. The average length of these regions is shown. (E) Percentages of NANOS2 peaks within 5′ UTR, CDS, and 3′ UTR are shown. (F) Logo representation of the NANOS2-binding site present in the top 500 NANOS2 targets using reads with deletions. The logo is adapted from MEME-ChIP. (G) Position of the AUKAAWU motif within sequencing reads (adapted from Centrimo). Reads were centered on deletions. (H) Sequence alignment of a subset of reads with deletions, from the top 500 NANOS2 targets. The AUKAAWU motif is highlighted in red. Sequences are centered on deletions, which correspond to the cross-linking sites, and the most probable NANOS2 direct binding site (central ‘U’, in bold red).

The sequence information from CRAC experiments can be used to define the binding site of RBPs (Granneman et al., 2009). UV cross-linking generally results in covalent binding of a nucleotide (most commonly a pyrimidine) to one amino acid residue of the RBP (Sugimoto et al., 2012). The sites of amino acid-nucleotide cross-linking are problematic for reverse transcriptases. The enzyme can terminate at those positions or readthrough by overcoming the cross-linked amino acid, potentially incorporating an error or microdeletion into the nascent cDNA (Granneman et al., 2009; Ule et al., 2003, 2005). Among mutations contained in read through cDNA, single-nucleotide deletions reflect most accurately the cross-linking site, since these are very rarely generated through PCR or sequencing errors (Granneman et al., 2009; Zhang and Darnell, 2011). Thus, we analyzed CRAC reads with deletions to precisely identify NANOS2-binding sites. 

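RNA-seq was performed on 1 library from a *Nanos2* TAG/+ line and 1 library from a *Nanos2* TAG/TAG line. SSC lines are cultures of spermatogonial stem cells that are grown on fibroblast feeders. Total RNA was depleted of ribosomal RNA and sequenced in single-end reads of 50 bp. The paper describes QIAzol extraction from sorted SSCs, whereas the sample labels describe feeder depletion, with QIAzol for the *Nanos2* TAG/+ library and Trizol for the *Nanos2* TAG/TAG library. Genotype, line and extraction reagent therefore differ together between the libraries, and differences between them have no replicate check. The authors deposited FPKM values (reads scaled to gene length and library depth) for 13904 genes. The paper's text does not name the aligner, the read counter or the gene lengths used for RNA-seq. Multiplying FPKM by the mean length of each gene's annotated transcripts (GENCODE M21) gave whole read numbers for 100% of the 13884 genes with an annotated length. The FPKM values were scaled to 10908790 reads in the *Nanos2* TAG/+ library and to 11738620 reads in the *Nanos2* TAG/TAG library. The recovered reads summed to 10977831 and 11656606, respectively. Median FPKM was 10.2 in the *Nanos2* TAG/+ line and 10.5 in the *Nanos2* TAG/TAG line. Across genes, which are not independent replicates, FPKM of both lines had a Spearman's rho of 0.927. Expression was taken as the mean FPKM of both lines, as in the paper.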

We first normalized CRAC-binding site intensities for transcript expression levels, as determined by RNA-seq. This approach is commonly used as CRAC read counts are partially dependent on the expression level of the respective transcripts present in cells (König et al., 2012). 

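CRAC intensity before normalization was compared with expression using the paper's CRAC RPM values (reads scaled to library depth) in Table S1. Only part of Table S1 was used here, and 1615 of its genes had an FPKM. Across these genes, which are not independent replicates, the paper's mean CRAC RPM and mean FPKM had a Spearman's rho of 0.102. With FPKM from the *Nanos2* TAG/TAG line alone rho was 0.0939, and with FPKM from the *Nanos2* TAG/+ line alone it was 0.110. Among genes with FPKM of at least 1 in both lines rho was 0.0961. FPKM is scaled to gene length and RPM is not, control CRAC reads were not subtracted, and unlisted genes are missing. The low rho therefore does not show that CRAC signal hardly depends on expression.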

Comparing the top 500 normalized CRAC TAG-NANOS2-bound transcripts in SSC lines (Table S2), we found a significant overlap with the RIP-identified NANOS2 target transcripts from P7 testis and E14.5 fetal testis (Zhou et al., 2015b; Saba et al., 2014) (Figures S4C and S4D, Tables S3 and S4). MEME-ChIP analysis (Machanick and Bailey, 2011) was performed on the top 500 most highly enriched transcripts (Table S2) that contained deletions. This identified a putative consensus, seven-nucleotide-binding site for NANOS2 (AUKAAWU; with K = G or U, W = A or U) (Figure 2F), that was significantly enriched in the proximity of deletions (p = 4.4 x 10^−58^) (Figures 2G, 2H, and S4E). In summary, in SSCs, NANOS2 predominantly binds mRNAs, generally at a single site in the 3′UTR, with a preference for the consensus sequence AUKAAWU.

### NANOS2 regulates many transcripts important for SSC metabolism and self-renewal

Having defined transcripts bound by NANOS2, we next sought to understand how this contributes to the maintenance of SSCs. Gene ontology analysis of the top 500 NANOS2-bound transcripts revealed very significant enrichment for metabolic and biosynthetic processes (Figure 3A). We next applied an Ingenuity Pathway Analysis (Krämer et al., 2014), which revealed enrichment for seven signaling pathways: PI3K/AKT, RAC, Integrin, ERK/MAPK, p70S6K, regulation of eiF4 and p70S6K as well as mTOR (Figure 3B). These pathway classifications were consistent with the identification of many specific NANOS2 target mRNAs implicated in the respective pathways (Figure 3C). 

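Of the targets that the paper names in these pathways or shows in Figures 3C and 3E, 27 were analysed here. All are in Table S2, where the paper's ratios for them ranged from 47.4 to 651. Their FPKM ranged from 2.24 to 166 in the *Nanos2* TAG/+ line, with a median of 20.1, and from 2.55 to 136 in the *Nanos2* TAG/TAG line, with a median of 18.0. The target with the fewest reads in either library was *Rap1a*, with 31 in the *Nanos2* TAG/+ library. FPKM was lower in the *Nanos2* TAG/TAG line for 20 of the 27 targets. On the log2(FPKM + 0.1) scale, the difference between the lines ranged from -1.53 for *Rps23* to 0.79 for *Ralb*. With FPKM from the *Nanos2* TAG/TAG line alone all 27 ratios stayed at or above the lowest ratio of Table S2, and with the *Nanos2* TAG/+ line alone 26 did. The exception was *Rheb*, with a ratio of 40.5. The annotated 3′ UTR (GRCm38, GENCODE M21) of 19 of the 27 targets had at least 1 match to AUKAAWU. This counts sequence matches and not CRAC reads, which were not analysed here.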

Importantly, this analysis included pathways whose activity and regulation are known to be essential for the maintenance of SSCs (Hasegawa et al., 2013; Hobbs et al., 2010; Ishii et al., 2012; Lee et al., 2007; Oatley et al., 2007) or for spermatogonia proliferation (Feng et al., 2000): PI3K/AKT, ERK/MAPK, p70S6K, and mTOR (Figure 3D). Besides its role in SSC maintenance (Goertz et al., 2011; Oatley et al., 2007), PI3K/AKT is also involved in mediating spermatogonia differentiation in cells responsive to RA (Busada et al., 2015b). Many of these signaling pathways are directly stimulated by growth factors which are also essential for SSCs. SSCs are absolutely dependent on GDNF – Gfrα1 signaling (Kanatsu-Shinohara et al., 2003; Oatley et al., 2007). Indeed heterozygosity of GDNF results in the progressive loss of SSCs whereas its overexpression results in expansion of SSCs (Meng et al., 2000). FGF signaling is also important for the self-renewal of SSCs as is EGF (Ishii et al., 2012; Kanatsu-Shinohara et al., 2003; Kitadate et al., 2019; Takashima et al., 2015). Among NANOS2 targets, were mRNAs encoding key signaling transduction molecules, as exemplified by the RAS-related proteins RAP1A/B, RALB, and RRAS2 and the PIK3CB and PTEN proteins. These factors act downstream of the GDNF, FGF, EGF receptor tyrosine kinases (Figures 3C–3E) and, importantly, RAS and PTEN are essential for SSC self-renewal (Lee et al., 2009; Zhou et al., 2015a). These growth factors signaling pathways input into the mTOR pathway (Meng et al., 2018), which regulates cell growth and metabolism (Laplante and Sabatini, 2012). Moreover, mTOR activity supports SSC differentiation at the expenses of self-renewal (Busada et al., 2015b; Hobbs et al., 2010; Wang et al., 2016). 

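Among the RAS-related genes, *Rap1a* (chromosome 3, 105727267 to 105801336, GRCm38) had an FPKM of 2.24 in the *Nanos2* TAG/+ line, from 31 reads, and 2.55 in the *Nanos2* TAG/TAG line, from 38 reads, and the paper's ratio was 458. Of the 50-mers in its exons 73.0% were unique in the genome. *Rap1b* (chromosome 10, 117813871 to 117846035) had an FPKM of 31.1 and 20.0 in the same order and a ratio of 106 in Table S2. For *Ralb* (chromosome 1, 119470305 to 119504794) FPKM was 4.13 and 7.23, from 85 and 160 reads, and for *Rras2* (chromosome 7, 114046782 to 114117781) it was 13.3 and 7.51. The paper's ratios were 78.8 and 118, respectively. *Pik3cb* (chromosome 9, 99036654 to 99140621) had 694 and 792 reads, an FPKM of 15.7 and 16.7, and a ratio of 76.5. The only AUKAAWU match in its annotated 3′ UTR, in exon 24, was AUGAAAU from 99039614 to 99039620, in the sequence AAAGGGAAUGAAAUCCUGAAG.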

Notably, the mTORC2 component RICTOR is essential for spermatogonia differentiation (Bai et al., 2018), whereas the mTORC1 component RAPTOR and the mTORC1 negative regulator TSC1/2 are essential for the maintenance of the SSC pool (Hobbs et al., 2015; Serra et al., 2019; Wang et al., 2016). 

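*Rictor* lies on chromosome 15 of GRCm38 from 6708379 to 6800401. Its FPKM was 46.3 in the *Nanos2* TAG/+ line, from 2196 reads, and 41.5 in the *Nanos2* TAG/TAG line, from 2119 reads, and the paper's ratio of CRAC signal to FPKM was 59.7. *Rheb* (chromosome 5, 24802823 to 24842624) had an FPKM of 12.8 and 8.86 in the same order, from 313 and 233 reads, and a ratio of 47.9. *Lamtor3* (chromosome 3, 137918506 to 137928900) had an FPKM of 19.6 and 10.7, from 215 and 127 reads, and a ratio of 106. The annotated 3′ UTR of *Rictor*, in exon 38, is 4165 nucleotides long and had 4 matches to the AUKAAWU motif. The 3′ UTR of *Rheb*, of 841 nucleotides, had 1 match, AUUAAUU from 24803392 to 24803398, in the sequence UAUCGGCAUUAAUUUUUUCAG. The 3′ UTR of *Lamtor3*, of 745 nucleotides, had 1 match, AUGAAAU from 137928468 to 137928474, in the sequence GAGGAAGAUGAAAUGGCUUAG.

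**Figure D1:**
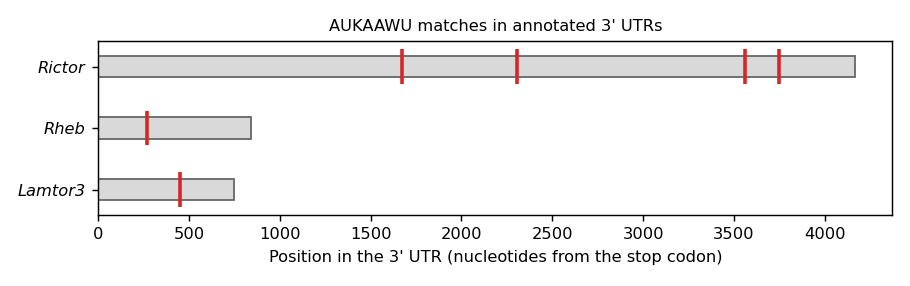
Annotated 3′ UTRs of *Rictor*, *Rheb* and *Lamtor3* (gray bars, drawn to scale in nucleotides from the stop codon) with the start of each match to AUKAAWU (red lines). *Rictor* has 4 matches, and *Rheb* and *Lamtor3* have 1 each, at positions 266 and 448. These are sequence matches and do not show binding.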

Interestingly, we identified the transcripts for the mTORC2 component RICTOR and mTORC1 regulators RHEB and LAMTOR3 as NANOS2 targets (Figures 3C–3E). Furthermore, many transcripts that encode proteins downstream of mTOR in the regulation of protein synthesis are targets of NANOS2, as exemplified by PPP2CA, PPP2R2A, RPS6KA5, EIF3E/F, RPS23, and EIF2S1 (Figures 3D and 3E). 

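Of the transcripts downstream of mTOR, *Eif3f* had the highest FPKM, 166 in the *Nanos2* TAG/+ line and 119.9 in the *Nanos2* TAG/TAG line, and the paper's ratio was 88.6. *Eif3e* had an FPKM of 20.1 and 15.5 in the same order and a ratio of 363. *Rps23* had 501 reads in the *Nanos2* TAG/+ library and 186 in the *Nanos2* TAG/TAG library, an FPKM of 67.4 and 23.2, and a ratio of 128. Of the 50-mers in *Rps23* exons 67.9% were unique in the genome, which makes its FPKM uncertain. *Eif2s1* had an FPKM of 26.5 and 18.0 and a ratio of 218, and its annotated 3′ UTR of 2094 nucleotides had 0 matches to AUKAAWU. For *Ppp2ca* FPKM was 32.4 and 24.6, with a ratio of 217. *Ppp2r2a* had 29.8 and 22.1, with a ratio of 61.0, and *Rps6ka5* had 4.11 and 4.46, from 124 and 145 reads, with a ratio of 63.9.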

In summary, a subset of NANOS2 target transcripts encompasses key components of signaling and metabolic pathways whose regulated activity is known to be essential for SSC self-renewal (Hobbs et al., 2015; Lee et al., 2009; Serra et al., 2019; Wang et al., 2016; Zhou et al., 2015a).

**Figure 3:**
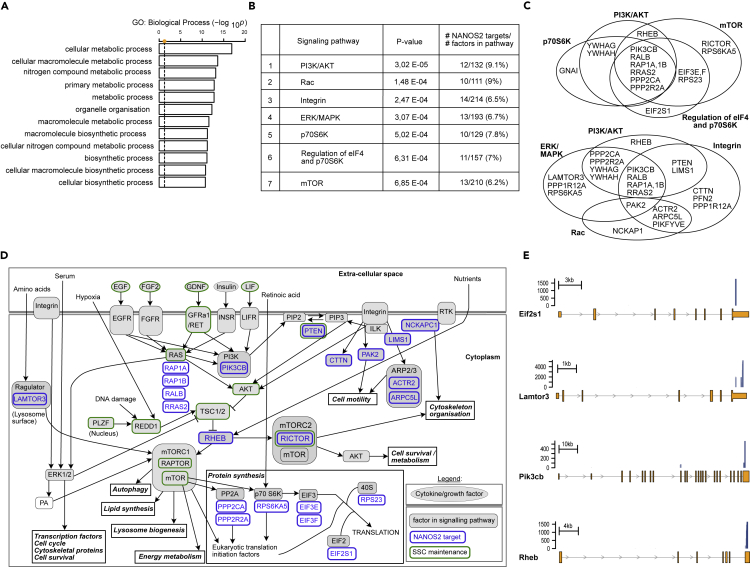
NANOS2 binds to mRNAs encoding proteins involved in metabolic and signaling pathways critical for SSC maintenance (A) Gene ontology (GO) analysis performed on the top 500 NANOS2 CRAC targets. The significance of enrichment of Biological Processes was calculated by Fisher's exact test and is shown as -log_10_ p value. The dashed line shows the threshold for the significance (p value < 0.05). (B) Ingenuity pathways enrichment analysis performed on the top 500 NANOS2 CRAC targets. The enrichment of signaling pathways is shown in the second column (p value < 0.05). The number and percentage of NANOS2 targets in each pathway are also shown (third column). (C) Overlapping NANOS2 targets within the seven signaling pathways are shown as indicated. (D) The scheme shows some of the molecular relationships within these pathways with NANOS2 targets in blue, and factors critical for SSC maintenance in green. (E) Representative examples of NANOS2 peaks in four mRNA targets (*Eif2s1, Pik3cb, Lamtor3* and *Rheb*) encoding proteins involved in the signaling pathways described in (B and C).

### NANOS2 binds the CCR4-NOT complex and reduces mRNA half-lives in SSCs

We next sought to understand the mechanism by which NANOS2 regulates its target transcripts in SSCs. CRAC revealed that the majority of NANOS2 binding occurs within the 3′ UTR of mRNAs. 3′ UTRs are frequently bound by protein complexes that can modulate mRNA translation, deadenylation, and decay (Mayya and Duchaine, 2019). To understand which of these processes were involved in the regulation of NANOS2 targets, we aimed to identify NANOS2 interacting proteins in SSCs. To this end, we performed immunoprecipitation coupled to mass spectrometry (IP-MS) from SSC lines (Figure 4A). Using stringent criteria of greater than four times enrichment and significance of p value < 0.05, we found 8 factors (Figure 4A, Table S5). Among these were 6 subunits of the CCR4-NOT deadenylase complex, including the catalytic subunits CNOT7 and CNOT8. NANOS2 interaction with the CCR4-NOT complex was independent of RNA, as treatment of the IP with RNase A and T1 still resulted in the enrichment of many CCR4-NOT subunits (Figure 4B, Table S5). The CCR4-NOT complex is the major cytoplasmic deadenylase and mRNA deadenylation constitutes the first, rate-limiting step of RNA degradation (Bresson and Tollervey, 2018). These results suggest that NANOS2 recruits the CCR4-NOT complex to its mRNA targets and stimulate their degradation. To test this, we performed SLAM-seq (Herzog et al., 2017) in SSC lines, which enables the measurement of mRNA half-life transcriptome-wide. 

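In SLAM-seq, newly made RNA is labeled with 4-thiouridine (4SU), which is read as T to C conversions, and the loss of conversions during a chase without 4SU gives the decay of each mRNA. SSCs were labeled with 100 μM 4SU and collected after 0, 30, 60, 120, 540 and 1440 min of chase. The sample labels list 12 libraries for the *Nanos2* TAG/+ line and 12 for the *Nanos2* TAG/TAG line, that is 2 at each of 6 chase times. These were taken as the 2 technical replicates that the paper names, as some labels carry no replicate number. The paper names 2 biological replicates for SLAM-seq and does not tie them to the lines. Both carry the tagged allele, and no line without NANOS2 is among them. The authors obtained conversion rates with SlamDunk, normalized them to the start of the chase, collapsed the technical replicates and fitted a first-order decay. They deposited 1 half-life in minutes for each transcript and line, without an error of the fit. The line of each set of half-lives was taken from the name of the set. The sample labels call the matching sets CTL and EXP, so the assignment to lines rests on these names. The conversion rates and the depth of the libraries were not used here, so the precision of a single half-life is unknown. The half-lives of 5806 transcripts were listed in both lines, and 5152 of these also had an FPKM. Bound transcripts were the top 500 of Table S2, of which 348 had a half-life. Not-bound transcripts were all others with a half-life. The full list of 1428 genes with CRAC peaks was not used here, so some not-bound transcripts could carry a peak. Table S1, in the part used here, allowed a stricter set of 4355 not-bound transcripts.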

SLAM-seq analysis revealed that the average transcript half-life is 224–225 min (Figure 4C). 

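The median of the authors' half-lives was 224 min in the *Nanos2* TAG/+ line, with quartiles of 162 and 289 min, and 226 min in the *Nanos2* TAG/TAG line, with quartiles of 159 and 300 min. The medians had an SD of 1.19 min between the lines. Across transcripts, which are not independent replicates, half-lives of both lines had a Spearman's rho of 0.770. The longest half-life was 5414 min in the *Nanos2* TAG/+ line and 11430.1 min in the *Nanos2* TAG/TAG line, and 11 and 31 transcripts, respectively, had a half-life above the last chase time of 1440 min. Half-life rose with expression. Spearman's rho between half-life and mean FPKM across transcripts was 0.494 in the *Nanos2* TAG/+ line and 0.474 in the *Nanos2* TAG/TAG line.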

Strikingly, NANOS2-bound transcripts had a much shorter half-life (180 min) relative to transcripts that were not bound by NANOS2 (Figure 4D). 

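In the *Nanos2* TAG/+ line the median half-life was 185 min for the 348 bound transcripts and 227 min for the 5458 not-bound transcripts, a difference of -41.7 min (two-sided Mann-Whitney U test across transcripts, p = 2.79e-17, Benjamini-Hochberg adjusted p = 1.39e-16 over 5 tests). In the *Nanos2* TAG/TAG line the medians were 192 and 228 min, a difference of -36.3 min (same test, p = 7.2e-13, adjusted p = 1.2e-12). With half-lives averaged over the lines, bound transcripts had a median of 187 min and not-bound transcripts 225 min, a difference of -38.4 min (same test, p = 9.81e-17, adjusted p = 2.45e-16). The SD of the difference between the lines was 3.81 min. A two-sided permutation test of the medians gave p = 1e-05 in each line, the smallest that 100000 resamples can give. Transcripts are not independent replicates, and these p-values describe 2 lines.
Bound transcripts had a lower expression than not-bound transcripts, with a median mean FPKM of 12.4 against 31.8. The alternative that moved the difference most gave not-bound transcripts the distribution of bound transcripts over 10 bins of mean FPKM. The difference was then -4.40 min in the *Nanos2* TAG/+ line and 2.59 min in the *Nanos2* TAG/TAG line. Among 10000 random lists of 348 not-bound transcripts drawn from the same bins, the bound median was at percentile 21.9 in the *Nanos2* TAG/+ line, where the lists had a median of 189 min. In the *Nanos2* TAG/TAG line it was at percentile 68.4, and the lists had a median of 189 min. When bound transcripts were instead the 500 genes with the highest CRAC RPM in the part of Table S1 used here, without division by FPKM, the differences were -10.7 min in the *Nanos2* TAG/+ line (p = 0.0499) and -8.61 min in the *Nanos2* TAG/TAG line (p = 0.162). The medians of this set were below all 10000 FPKM-matched lists in both lines, at 214 min against a list median of 236 min in the *Nanos2* TAG/+ line and at 214 min against 239 min in the *Nanos2* TAG/TAG line. This set differs from the top 500 by more than the division, as 323 of the top 500 are in the part of Table S1 used here, and Table S1 RPM and the CRAC signal recovered from Table S2 had a Spearman's rho of 0.650 across genes. RPM is not scaled to transcript length, control CRAC reads were not subtracted, and the lists were not matched on length.

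**Figure D2:**
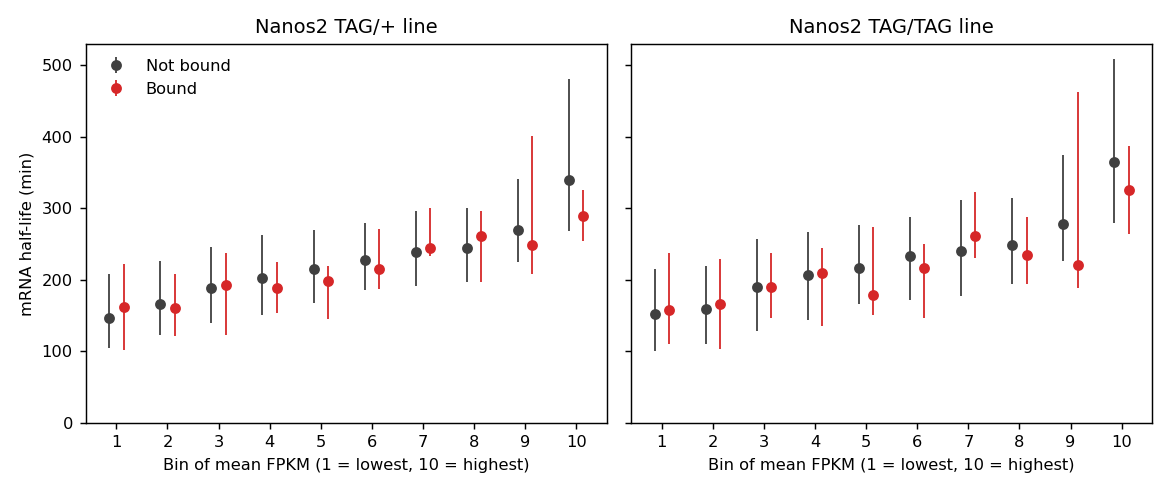
Median mRNA half-life in minutes (points) with lines from the 25th to the 75th percentile of transcripts of bound (red) and not-bound (gray) transcripts in 10 bins of mean FPKM, for the *Nanos2* TAG/+ line (left) and the *Nanos2* TAG/TAG line (right). In the lowest bin, with 77 bound and 439 not-bound transcripts, the medians were 162 and 146 min in the *Nanos2* TAG/+ line. In the second bin, with 74 and 441, they were 160.3 and 166 min in that line. In the *Nanos2* TAG/TAG line the bound median was longer in both bins, at 157 against 151 min and 167 against 159 min. The bound median was shorter in 6 of the 10 bins in each line. The highest bin holds 2 bound transcripts.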

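Of the 27 pathway targets analysed here, 21 had a half-life. Their median was 195 min in the *Nanos2* TAG/+ line and 178 min in the *Nanos2* TAG/TAG line, with 13 of them below the median of all transcripts in each line. Both half-lives were below the medians for 10 targets and above them for 5, and the lines differed in side for 6. *Lims1* had the shortest half-lives, 95.3 min in the *Nanos2* TAG/+ line and 76.9 min in the *Nanos2* TAG/TAG line. *Lamtor3* had 103 and 135 min and *Rictor* had 109 and 136 min. *Rps23* had 662 and 447 min and *Eif3f* had 476 and 540.4 min. *Eif3e* was above the median in one line and below it in the other, with 331 min in the *Nanos2* TAG/+ line and 167 min in the *Nanos2* TAG/TAG line.

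**Figure D3:**
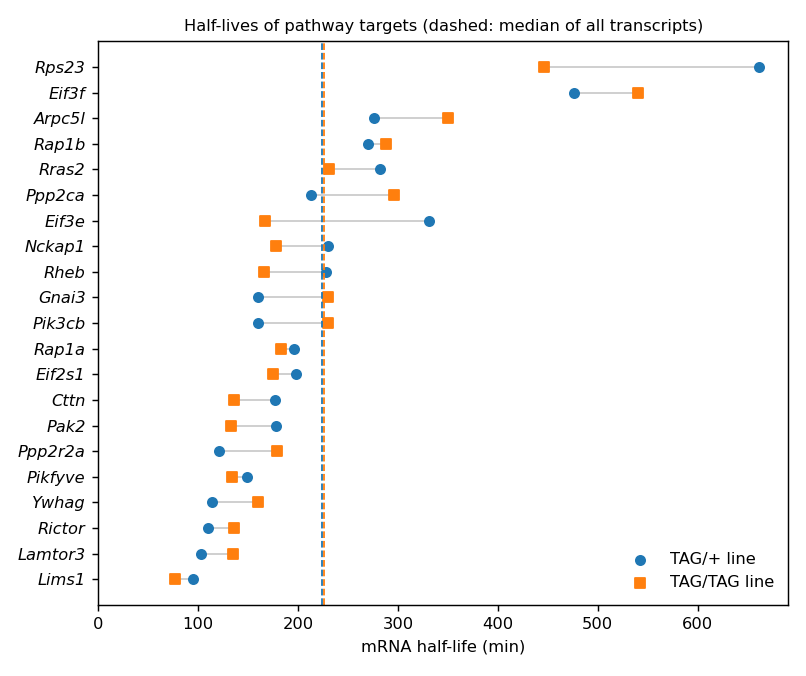
mRNA half-life in minutes of 21 pathway targets in the *Nanos2* TAG/+ line (circles) and the *Nanos2* TAG/TAG line (squares), joined by a gray line for each gene. Dashed lines mark the median of all 5806 transcripts in each line, 224 and 226 min, and 10 targets lie below both.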

NANOS2 is essential for SSC maintenance, whereas its overexpression is compatible with spermatogonial survival albeit with the loss of their ability to differentiate (Sada et al., 2009). Thus, unlike *Nanos2*-deficiency, its overexpression is not required for SSC line survival (Zhou et al., 2015b). NANOS2 overexpression in SSC lines (Zhou et al., 2015b) resulted in an overall reduction in the abundance of NANOS2 target transcripts relative to other mRNAs (Figures 4E and 4F). We conclude that in SSCs, NANOS2 recruits the CCR4-NOT deadenylase complex to mRNAs, which in turn promotes a reduction in transcript half-life.

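The difference between bound and not-bound transcripts did not differ detectably between the lines. The median log2 ratio of half-lives (*Nanos2* TAG/TAG over *Nanos2* TAG/+) of bound transcripts minus that of not-bound transcripts was -0.0016 (two-sided permutation test with 100000 resamples, p = 0.938, adjusted p = 0.938 over 5 tests). Both lines express tagged NANOS2, and each genotype is 1 line. Within the 348 bound transcripts, the paper's CRAC ratio and the mean half-life of both lines had a Spearman's rho of -0.0982 across transcripts, which are not independent replicates (permutation test, p = 0.0669, adjusted p = 0.0836). At a given mean FPKM the partial rho was 0.0520 (p = 0.334). From the shorter half-lives of bound transcripts, the association of NANOS2 with CCR4-NOT subunits by IP-MS and the lower abundance of targets upon overexpression, the paper concludes that NANOS2 recruits the deadenylase to mRNAs and thereby shortens their half-lives. The IP-MS and overexpression data were not analysed here.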

**Figure 4:**
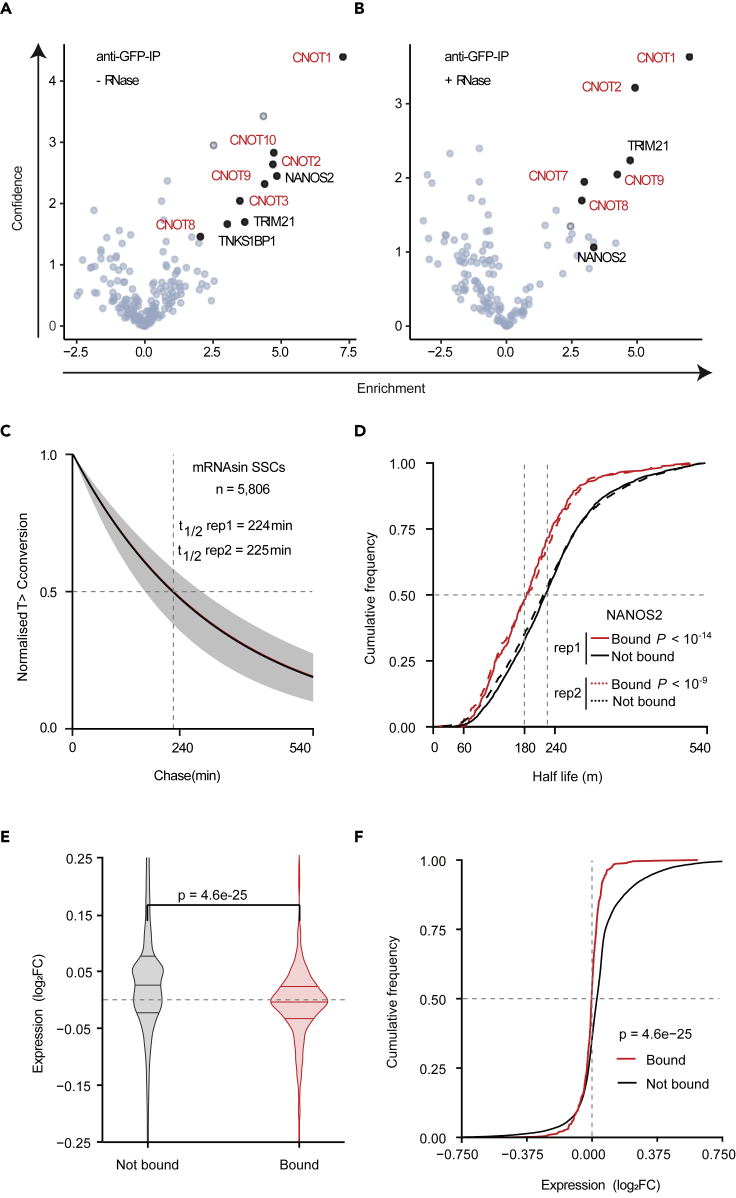
NANOS2 interacts with CNOT proteins and its binding to mRNA is associated with transcript destabilization in SSC lines (A and B) Volcano plots showing results from the immunoprecipitation (using anti-GFP beads) followed by mass spectrometry analysis from *Nanos2*^*CTL*^ and *Nanos2*^*TAG/TAG*^ SSC lines. IPs were treated without (−) (A) or with (+) (B) RNase as indicated. Each TAG-NANOS2 interactor is shown as a dot and significantly enriched proteins are labeled (except for NANOS2 in B). The x axis shows the enrichment of the interactors in the IPs (log2(LFQ(Nanos2^TAG^)/LFQ(Nanos2^WT^); the y axis shows the confidence (-log_10_(p value of two-sided Student's *t*-test)). CNOT proteins are highlighted in red. Each plot shows results from three replicates (N = 3). (C) Median decay curves showing the global mRNA stability in SSC lines for two replicates. mRNA half-life (t_1/2_) was determined for 5,806 transcripts by counting the T to C conversion rate in sequencing reads, over time (minutes). The shaded areas indicate the first and third quantile decay curves range for each replicate. Transcript half-life median for each replicate are indicated with horizontal dotted lines and are also shown at the panel top. (D) Cumulative distribution of mRNA half-life in replicate 1 (rep1) (solid lines) and 2 (rep2) (dashed lines) for NANOS2 targets. ‘Bound’ targets, in red, are top 500 NANOS2 CRAC targets; ‘Not bound’, in black, are mRNAs not bound by NANOS2. The indicated significance of difference between the NANOS2-bound and unbound transcripts was computed by Mann-Whitney U test. (E) Violin plots showing expression log_2_ fold change in *Nanos2* overexpressing compared to wild-type SSCs. Putative top-500 NANOS2-bound transcripts (annotated “Bound”) are compared to transcripts lacking CRAC peaks (annotated “Not bound”). The upper and lower quartiles and the median are indicated for each group. p value for group difference computed by Mann-Whitney U test. (F) Cumulative distribution plots showing log_2_ fold expression change in *Nanos2* overexpressing cells. Transcript groups are as in (E) above: top-500 NANOS2-bound (“Bound”) transcripts compared to unbound transcripts (“Not bound,” lacking NANOS2-CRAC peaks). p value for group difference computed by Mann-Whitney U test.

## Discussion

We have generated a versatile epitope-tagged *Nanos2* allele that has enabled the molecular exploration of its function in SSCs. Notably, the use of transcriptomics and proteomics methods allowed us to explore NANOS2 mechanism of function in SSCs. The application of the stringent CRAC defined the NANOS2-bound target mRNAs transcriptome-wide. It also revealed that mouse NANOS2 directly binds RNA and has a well-defined consensus sequence, AUKAAWU. The length of the consensus is consistent with RNA binding by both zinc fingers of NANOS2, since each is predicted to recognize three nucleotides (Choo and Klug, 1994). *Drosophila* NANOS does not bind RNA on its own, but only in cooperation with PUMILIO (Sonoda and Wharton, 1999; Weidmann et al., 2016). First, PUMILIO binds mRNAs through an eight-nucleotide consensus motif, and NANOS subsequently joins the complex (Murata and Wharton, 1995; Sonoda and Wharton, 1999; Wharton and Struhl, 1991). After that, PUMILIO consensus changes by enriching for A/U elements upstream of its binding site (Weidmann et al., 2016). In contrast, our data reveal that mouse NANOS2 can directly bind RNA and also with sequence-specificity. Thus, despite NANOS proteins being highly conserved across evolution, the mode of NANOS2 binding has diverged from invertebrates to mammals. This conclusion is supported by the fact that the mammalian PUM2 is not required for mouse fertility (Xu et al., 2007) and that PUM1, although it is expressed throughout spermatogenesis, does not have a defined spermatogonial function (Chen et al., 2012). Furthermore, our protein-interaction studies in SSCs did not identify PUM1/2 or any other RBP as NANOS2 partners and the NANOS2-PUM1/2 interaction was not observed from E15.5 (Suzuki et al., 2016). This supports the model that NANOS2 is sufficient for the binding and selection of its RNAs targets in mouse SSCs.

Our data showed that NANOS2 mainly binds mRNAs within their 3′ UTRs, suggesting that NANOS2 could regulate the fate of its mRNA targets through post-transcriptional mechanisms (Mayya and Duchaine, 2019). Indeed, we found that many components of CCR4-NOT deadenylase complex copurified with NANOS2 in extracts from SSC lines. Association of NANOS2 with the CCR4-NOT complex was previously reported in embryonic gonads (Suzuki et al., 2010), and NANOS2 was shown to interact with CNOT9 by co-IP in SSCs (Zhou et al., 2015b). Moreover, the interaction between NANOS2 and CNOT1 is essential for the development of male germ cells (Suzuki et al., 2012). *In vitro* deadenylase assays showed that immunoprecipitated NANOS2 from testis can deadenylate RNA substrates (Suzuki et al., 2010), suggesting that NANOS2 may promote transcript degradation. Importantly, by using a transcriptome-wide approach to measure mRNA half-life in SSC lines, we have now demonstrated that NANOS2 binding is associated with an average 20% reduction of transcript half-life, which across its many targets is likely to significantly impact the proteome. 

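The median half-life of bound transcripts was 17.0% below that of not-bound transcripts with half-lives averaged over the lines. It was 18.4% below in the *Nanos2* TAG/+ line and 15.9% below in the *Nanos2* TAG/TAG line (SD 1.75 percentage points, 2 lines). With means in place of medians the reduction was 20.5%. Against not-bound transcripts weighted to the same bins of mean FPKM it was 0.912%, and for the genes with the highest CRAC RPM without division by FPKM it was 3.57%. For the latter set under FPKM matching, the medians were 214 min against 236 min in the *Nanos2* TAG/+ line and 214 min against 239 min in the *Nanos2* TAG/TAG line (percentile 0 of 10000 lists in each).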

We therefore propose that in addition to the translational and sequestering mechanisms previously presented (Zhou et al., 2015b), an important mechanism of NANOS2 function in SSCs is to promote transcript turnover.

By employing CRAC, we have now defined the full complement of NANOS2-bound transcripts in SSC lines. The SSC cultures contain a mixture of SSCs and progenitor cells, and as such, the NANOS2 target transcripts identified will be from both spermatogonial stages. We did observe a significant overlap between our study and the RIP-based studies form E14.5 and P7 testis (Saba et al., 2014; Zhou et al., 2015b) (Figures S4C and S4D, Tables S2 and S3), which provides an independent *in vivo* validation of our approach. The differences in NANOS2 targets between the various datasets likely arise from the methodology used as well as the cell type examined, which differed between all the respective studies. The NANOS2-binding sites defined herein also provide a more thorough understanding of the genome through the possible interpretation of single-nucleotide polymorphisms or mutations associated with male infertility. It was previously shown by RIP that NANOS2 binds specific mRNAs encoding proteins important for SSC differentiation, including *Sohlh2*, *Dazl* and *Taf7l* (Zhou et al., 2015b). CRAC also revealed many other NANOS2 targets, which are strongly over-represented for mRNAs encoding proteins involved in cellular metabolism and biosynthetic processes. The precise regulation of cellular metabolism is key for spermatogenesis (Rato et al., 2012) and also for SSC self-renewal (Kanatsu-Shinohara et al., 2016; Morimoto et al., 2015). Many adult stem cells, including SSCs, must tightly control their proliferation rate in order to prevent premature exhaustion of the stem cell pool over time. By sensing and integrating multiple growth signals, mTOR balances many biosynthetic processes and thus sustains the anabolic growth and proliferation (Ben-Sahra et al., 2013; Kim and Guan, 2019; Laplante and Sabatini, 2012). Indeed, mTOR signaling stimulates spermatogonia proliferation and differentiation (Busada et al., 2015b; Feng et al., 2000; Hobbs et al., 2015), and consistently, long-term maintenance of SSCs requires that mTOR activity be retained at minimal levels (Hobbs et al., 2010; Wang et al., 2016). Importantly, we found that NANOS2 targets are enriched for mRNAs encoding proteins involved in mTOR signaling and other pathways which are essential for the regulation of SSC self-renewal. We conclude that selective binding by NANOS2 regulates the half-life of key mRNA targets, which are directly and indirectly involved in the control of the metabolic status and growth of the cell. In summary, we propose that NANOS2 represses many targets in order to regulate SSC quiescence and protect self-renewal potential.

### Limitations of the study

We have identified NANOS2-bound transcripts by using CRAC, a stringent biochemical method, in mouse SSC lines. However, we could not directly validate these NANOS2-RNA interactions *in vivo* by the same methodology due to the limiting amount of material that can be obtained from *ex vivo*-isolated spermatogonial populations. However, many of these CRAC-identified transcripts were also found as NANOS2 targets in NANOS2-RIP experiments performed in mouse embryonic and postnatal testes (Saba et al., 2014) (Zhou et al., 2015b), suggesting that SSC lines represent a good surrogate for their *in vivo* counterparts. Among NANOS2-bound transcripts identified by CRAC, we found many mRNAs involved in metabolic pathways which were previously shown to be important for SSC self-renewal. However, in this study, we have not investigated the contribution of NANOS2-mediated regulation of individual target transcripts to SSC maintenance. In the future, it will be interesting to see if mutations within NANOS2 consensus sites in target genes are associated with male infertility in mouse models or in humans.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti GFP (Clones 7.1 and 13.1)	Roche	Cat#11 814 460 001; RRID: AB_390913
Mouse monoclonal anti V5	Invitrogen	Cat#R960-CUS; RRID: AB_2556564
Chicken Polyclonal anti GFP	Aves	Cat#GFP-1010; RRID: AB_2307313
Goat anti GFRα1	Neuromics	Cat#GT15004; RRID: AB_2307379
Goat Polyclonal α-GFP	ThermoFisher	Cat#A-11122; RRID: AB_221569
Goat polyclonal anti C-kit	R&D Systems	Cat#AF1356-SP
Rabbit polyclonal anti PLZF	Santa Cruz Biotechnology	Cat#sc-22839; RRID: AB_2304760
Rabbit polyclonal anti GFP	ThermoFisher	Cat#A11122; RRID: AB_221569
Mouse monoclonal anti Dcp1a	Sigma-Aldrich	Cat#WH0055802M6; RRID: AB_1843673

**Chemicals, peptides, and recombinant proteins**		

TAG-NANOS2 (N-terminal tagged NANOS2 protein)	This paper	N/A

**Critical commercial assays**		

SLAMseq Explorer Kit – Cell viability Titration Module	Lexogen	Cat#SKU: 059.24
SLAMseq Kinetics Kit – Catabolic Kinetics Module	Lexogen	Cat#SKU: 062.24
QuantSeq 3′ mRNA-Seq Library Prep Kit FWD	Lexogen	Cat#SKU: 015.24
SENSE Total RNA-Seq Library Prep Kit	Lexogen	Cat#SKU: 042.24
Ni-NTA Superflow	QIAGEN	Cat#30410
RNace-It Ribonuclease cocktail	Agilent	Cat#400720
RNasin Ribonuclease Inhibitor	Promega	Cat#N2115
Pierce spin columns snap cap	Thermo Scientific	Cat#69725
MetaPhor agarose	Lonza	Cat#50180
LA Taq	Takara	Cat#RR002M
MinElute Gel Extraction kit	QIAGEN	Cat#28604

**Deposited data**		

CRAC-seq	This paper	GEO accession: GSE149835
RNA-seq	This paper	GEO accession: GSE149835
SLAM-seq	This paper	GEO accession: GSE149835
NANOS2 protein interactome in SSCs (IP-Mass spectrometry)	This paper	Table S5

**Experimental models: Cell lines**		

Mouse spermatogonial stem cells: *Nanos2*^*CTL*^	This paper	N/A
Mouse spermatogonial stem cells: *Nanos2*^*TAG/+*^	This paper	N/A
Mouse spermatogonial stem cells: *Nanos2*^*TAG/"tnTAG*^	This paper	N/A
Mouse embryonic fibroblasts (feeders for SSCs)	This paper	N/A

**Experimental models: Organisms/strains**		

Mouse: *Nanos2*^*TAG*^ DBA/2J x C57Bl/6 hybrid	This paper (DBA/2J strain from Charles River Laboratories)	DBA/2J strain code: 625
Mouse: *Nanos2*^*TAG*^ C57Bl/6	This paper	N/A

**Recombinant DNA**		

V5-c-Myc-PS-His6X-EGFP-FRT-neo-FRT (PS is PreScission)	This paper	N/A

**Software and algorithms**		

FastQC software	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/	N/A
FASTX-collapser v0.0.14)	http://hannonlab.cshl.edu/fastx_toolkit/	N/A
pyCRAC	(Webb et al., 2014)	https://bitbucket.org/sgrann/pycrac
flexbar v3.4.0	(Dodt et al., 2012)	N/A
STAR v. 2.5.3a aligner	(Dobin et al., 2013)	N/A
Salmon v. 0.13.1 quasi-quantification	(Patro et al., 2017)	N/A
HTSeq v.0.11.2	(Anders et al., 2015)	N/A
bamCoverage v3.1.3 (deepTools package)	(Ramírez et al., 2016)	N/A
SAMtools v1.9	(Li et al., 2009)	http://www.htslib.org/
Novoalign v2.07.00	Novocraft	http://www.novocraft.com
Integrative Genomics Viewer	Broad Institute	http://software.broadinstitute.org/software/igv/; RRID:SCR_011793
python 2.7 Jupiter notebooks, python libraries (pandas v0.19.2, NumPy v1.16.0, scipy v1.2.0)	(Turowski et al., 2016).	update of gwide toolkit v0.5.27 https://github.com/tturowski/gwide
Bioconductor Limma Package	(Ritchie et al., 2015)	https://bioconductor.org/packages/release/bioc/html/limma.html
Bioconductor topGO package	Bioconductor	https://bioconductor.org/packages/release/bioc/html/topGO.html
stats R package	R project	https://www.r-project.org/
MEME-ChIP	Machanick and Bailey, 2011	https://meme-suite.org/meme/tools/meme-chip
SlamDunk pipeline	(Neumann et al., 2019)	https://github.com/t-neumann/slamdunk
MaxQuant LFQ algorithm	(Cox et al., 2014)	N/A
Perseus version 1.6.0.2	(Tyanova et al., 2016)	N/A
ingenuity-pathway-analysis IPA (QIAGEN Inc.)	(Krämer et al., 2014)	https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis
Affinity designer	https://affinity.serif.com/en-gb/	N/A
FlowJo software	https://www.flowjo.com/solutions/flowjo/downloads	N/A
Fiji ImageJ.	https://imagej.net/Downloads	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dónal O’Carroll ().

#### Materials availability

Reagents generated in this study are available upon request from the Lead Contact.

#### Data and code availability

The CRAC, RNA-seq, and SLAM-seq data sets generated in this study are available at GEO, accession GSE149835. The data supporting this study are available in the supplementary information.

### Experimental models and subject details

#### Mouse generation and maintenance

For the generation of the *Nanos2*^*TAG*^ allele, the sequence encoding V5-c-myc-PreScission-6xHis-EGFP (named ‘TAG’) was inserted after the endogenous ATG start codon of *Nanos2.* The targeting construct including the TAG sequence was genetically modified to include homology arms and an FRT-flanked neomycin cassette 3' of the 3' UTR. Individual A9 ESC clones were screened for homologous recombinants by Southern blotting of NheI-digested DNA with a 3' probe. Southern blotting was performed as described (Morgan et al., 2017). The *Nanos2*^*WT*^ locus generated a DNA fragment of 6.6 kb, whereas the targeted *Nanos2*^*TAG-neo*^ locus produced a 3.8 kb fragment due to the presence of an additional NheI site, introduced after the integration of the 3′ FRT-flanked neomycin cassette in the *Nanos2*^*TAG-neo*^ locus. To generate mice A9-targeted ESCs were injected into C57BL/6 eight-cell-stage embryos, as described (De Fazio et al., 2011). *Nanos2*^*TAG-neo*^ mice were crossed to FLP-expressing transgenic mice (FLPeR (Farley et al., 2000)) to induce FLP-mediated excision of the *FRT*-flanked neomycin cassette, thus generating *Nanos2*^*TAG*^ mice. Female and male *Nanos2*^*TAG*^ mice were maintained on the C57BL/6 genetic background. For SSCs derivation, female *Nanos2*^*TAG*^ mice were crossed with DBA/2J male mice (purchased from the Charles River Laboratories) to generate mice in a mixed background. Female and male *Nanos2*^*WT*^ and *Nanos2*^*TAG*^ alleles were genotyped by PCR after extracting genomic DNA from ear biopsies using the following primers: “FW1_N2”: 5'-AACCTGGGGAATAACCTGCT-3', “FW2_N2”: 5'-TGCTGCTGAATAAAGCGTTG-3', “RV_N2”: 5'-TCCCAGTCAGACGACTTGTG-3'. Fertility of male mice was assessed by setting up matings with 2 months old C57Bl/6 females and litter size was analyzed for the following 3-4 months, at pups’ weaning age.

Mice were generated at the EMBL Mouse Biology Unit, Monterotondo, and later bred and maintained at the Scottish Centre for Regenerative Medicine, University of Edinburgh. All procedures were done in accordance with the Italian legislation (Art. 9, 27. Jan 1992, nu116) or under UK Home Office authorization.

#### Derivation and maintenance of SSC lines

SSCs were derived from testis of postnatal day 7 mice (males) and maintained as described in (Kanatsu-Shinohara et al., 2003), with some modifications to the media. Cells were cultured in the following cell media (SSC media): Stem Pro-34 SFM medium with Supplements (2,6 %), Invitrogen (10639-011); 6 mg/ml D-(+)-Glucose, Sigma (G7021); 25 μg/ml Insulin, Sigma (I5500); 5 ml/ml BSA, MP-Biomedicals (810661); 100 μg/ml apo-Transferrin human (diluted in Stem Pro-34 SFM medium), Sigma (T1147); 30 nM Sodium Selenite (diluted in Stem Pro-34 SFM medium), Sigma (S5261); 1X MEM Vitamin solution, Invitrogen (11120037); 10 μg/ml D-Biotin (diluted in Stem Pro-34 SFM medium), Sigma (B4501); 60 ng/ml Progesterone (diluted in 100% Ethanol), Sigma (P8783); 30 ng/ml β-estradiol (diluted in 100% Ethanol), Sigma (E2758); 1X Sodium Pyruvate, Sigma (P2256-5G); 60 μM Putrescine (diluted in Stem Pro-34 SFM medium), Sigma (P7505); 2 mM L-Glutamine, Invitrogen (25030-024); 5.7 10^-7^ M β-Mercaptoethanol, Bio-Rad (1610710); 1 μl/ml Lactate, Sigma (L4263); 1% FBS (HyClone Fetal Bovine Serum Characterized, 12379802, Fisher Scientific); 20 ng/ml epidermal growth factor (EGF), (EMBL); 10 ng/ml, fibroblast growth factor 2 (FGF2), (EMBL); 10 ng/ml glial cell line-derived neurotrophic factor (GDNF), (EMBL); 20 ng/ml Leukemia Inhibitory Factor (LIF), (EMBL); 100 U/ml Penicillin-Streptomycin, Invitrogen (15140-122). Cytokines were produced at the ‘Protein Expression & Purification’ Core facility, EMBL Heidelberg, Germany. SSCs were frozen in 50% FBS (12379802), 40% SSC media, 10% DMSO (D2650, Sigma). Both MEFs and SSCs were cultured at 37°C and 7.5% CO2 and were tested for mycoplasma contamination routinely.

### Method details

#### Histology

Testes were fixed in Bouin’s solution (16045-1, Polysciences) and embedded in paraffin. Testes were sectioned with a microtome to obtain 4-μm-thick slices, every ∼300-400 μm, to have ∼15 sections for testis. Testes slices were obtained from the beginning, a quarter and half of the testis longitudinal length. Slices were placed on a glass slide and these were stained with hematoxylin and eosin (H&E), according to standard protocols. Images of tubules’ sections were acquired with Zeiss Axio Scan Slide Scanner and the presence of spermatogenic cells was evaluated by analyzing images with the Zen Airyscan and Fiji ImageJ softwares.

#### Whole-mount immunofluorescence on seminiferous tubules

Whole-mount immunofluorescence of seminiferous tubules was performed as described (Carrieri et al., 2017). For the expression analysis of TAG-NANOS2 and GFRα1, co-staining of tubules was done with two primary antibodies: α-GFP, 1:500 (GFP-1010, Aves), α-GFRα1, 1:50 (GT15004, Neuromics). For the expression analysis of TAG-NANOS2 and c-KIT, co-staining was done with: α-GFP, 1:200 (A-11122, ThermoFisher) and α-C-kit, 1:250 (AF1356-SP, R&D Systems). For the expression analysis of TAG-NANOS2 and PLZF: α-GFP, 1:500 (GFP-1010, Aves), α-PLZF, 1:100 (sc22839, Santa Cruz Biotechnology). For the expression analysis of TAG-NANOS2 and Dcp1a: α-GFP, 1:500 (GFP-1010, Aves), α-Dcp1a 1:500 (WH0055802M6, Sigma-Aldrich). Secondary antibodies used were all Invitrogen: goat anti-Chicken, Alexa Fluor 488 (A-11039); donkey anti-Rabbit, Alexa Fluor 488 (A-21206); donkey anti-goat, Alexa Fluor 568 (A-11057). Images were acquired by using a Confocal microscope, by taking Z-stacks, and with Z-stepsize set at 0.34 μm. Images were analyzed with Fiji ImageJ. A_s_ and A_pr_ spermatogonia were distinguished by using the 25 μm topographical criteria (Huckins, 1971). If the internuclear distance between two spermatogonia was over 25 μm, cells were assigned to the A_s_ category. On the contrary, spermatogonia whose internuclear distance was smaller than 25 μm, were considered to belong to the same chain.

#### FACS analysis and sorting of SSC lines

For the analysis of GFP expression in SSC lines, MEFs were depleted by a brief sedimentation of MEF clumps and collection of supernatants, which were enriched for SSCs. SSCs were gated from residual MEFs and cell debris by selecting a cell population with low side and forward scatter, by excluding cell doublets, and by selecting only cells negative for the live cell dye DAPI. The analysis was performed with a BD Accuri C6 flow cytometer (BD Biosciences). SSC sorting was performed on FACSAria II Cell Sorter (BD Biosciences) using the same gating strategy detailed above. Data were analyzed using the FlowJo software.

#### CRAC and analysis

The CRAC protocol was performed as described (Granneman et al., 2009; Turowski et al., 2016), with the following modifications. SSCs were grown on feeders in 150 cm^2^ culture dishes for ∼7 days and irradiated with UV-C light (254 nm), with energy set at 0.4 J/cm^2^, using a Stratalinker. TAG-NANOS2 was immunopurified from cell lysate by using an anti-V5 antibody (R960-CUS, Invitrogen) coupled with Dynabeads (11206D, Life technologies). TAG-NANOS2 protein was released from the antibody by proteolytic cleavage, using 40 μg of 3C-GST Protease, at 4°C. Purified libraries were sequenced on an Illumina NextSeq500 instrument, high output 75 bp, single-end run.

Illumina sequencing data were demultiplexed using in-line barcodes and in this form were submitted to GEO. The first quality control step was performed using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) considering specificity of CRAC data. Raw reads were collapsed to remove PCR duplicates using FASTX-collapser v0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/) then in-line barcodes were removed using pyBarcodeFilter.py script from pyCRAC package v3.0 (Webb et al., 2014). The 3’ adapters were removed using flexbar v3.4.0 (Dodt et al., 2012) including flexbar quality filter. Pre-processed reads were mapped to the mouse genome (mm10) by using STAR v. 2.5.3a aligner (Dobin et al., 2013) and Salmon v. 0.13.1 quasi-quantification (Patro et al., 2017). Mapped reads were used to determine their distribution among different classes of RNAs using pyReadCounter (pyCRAC package) and HTSeq v.0.11.2 (Anders et al., 2015). BigWig files were generated using bamCoverage v3.1.3 script from deepTools package (Ramírez et al., 2016) and visually inspected. Sam files operations were performed using SAMtools v1.9 (Li et al., 2009).

For the analysis of binding motifs preprocessed *Nanos2*^*TAG/TAG*^ reads were mapped to the mouse transcriptome database generated using Biomart (Smedley et al., 2015). Reads were aligned to the mouse transcriptome using Novoalign v2.07.00 (http://www.novocraft.com) with –r random and saved as sam files. Deletions, reflecting sites of direct RNA-protein contact, were extracted from aligned reads using custom made python script. Further steps were performed for both, full length mapped reads and deletions only. Data were converted to BigWig files using bamCoverage programme. Downstream analysis was performed using python 2.7 Jupiter notebooks, python libraries (pandas v0.19.2, NumPy v1.16.0, scipy v1.2.0) and in-house functions and scripts submitted as an update of gwide toolkit v0.5.27 (https://github.com/tturowski/gwide) (Turowski et al., 2016). Peaks were called for the *Nanos2*^*TAG/TAG*^ profiles (FDR < 0.001) using argrelextrema function from signal processing library scipy.signal (v1.3.0) using order value 20. The total peak score for each gene was calculated by summing the intensities of one or more unique peaks present in each transcript and was expressed as reads per million (rpm) and averaging across two replicate CRAC experiments. These averaged peak scores were then normalized by transcript FPKM (fragments per kilobase million)averaged from two biological replicate mRNA-seq datasets (from *Nanos2*^*TAG/+*^ and *Nanos2*^*TAG/TAG*^ SSC lines). 

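All 500 genes of Table S2 had an FPKM above 0 in both lines. Multiplying the paper's ratio by the mean FPKM of both lines gave a multiple of 0.5, within 0.02, for 485 of the 500 genes. The paper's ratios in Table S2 ranged from 43.9 to 7953. The top-500 genes had a median mean FPKM of 10.9, against 10.5 for all genes. Their FPKM rested on a median of 275 reads in the *Nanos2* TAG/+ library and 253 reads in the *Nanos2* TAG/TAG library, with fewer than 10 reads for 3 genes and 1 gene, respectively. *Ddx3y* had the highest ratio in the paper's list and 16 reads in the *Nanos2* TAG/+ library and 7 in the *Nanos2* TAG/TAG library. *Rbm12b2*, at rank 3, had 6 and 17 reads, and 45.3% of the 50-mers in its exons were unique in the genome, which makes its FPKM uncertain. When the ratio was recomputed with FPKM from the *Nanos2* TAG/TAG line alone, 487 of the 500 genes stayed at or above the lowest ratio of Table S2, and with the *Nanos2* TAG/+ line alone 475 did. Adding a pseudocount of 1 FPKM kept 476.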

Non-expressed genes, FPKM = 0, were eliminated from the analysis. 

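In the deposited table 254 genes were listed at 0 in the *Nanos2* TAG/+ line and 102 in the *Nanos2* TAG/TAG line. No gene was listed at 0 in both lines.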

The resulting ratio values were used to rank the final NANOS2 CRAC list (1428 genes). To define NANOS2 binding site we filtered sequencing reads associated with the top 500 most highly enriched targets, for the ones containing deletions. 3844 reads, corresponding to 498 out of 500 targets, were identified as having deletions. This subset of reads was centered on deletions and only the region spanning 20 or 100 bases around deletions was considered. Motif analysis was performed by using MEME-ChIP (Machanick and Bailey, 2011), and DREME (Bailey, 2011). Centrimo (Bailey and Machanick, 2012) was also used to evaluate the central enrichment of the motifs found. As a background, we used the same sequences shuffled by MEME-ChIP. We looked for motif with E-value < 0.05, width 6-10 bp, with ‘0-1’ or ‘1’ occurrence per sequence, and we scanned only the strand provided.

#### Comparison between CRAC and published RIP datasets

To identify NANOS2 targets from NANOS2 RIP-array experiments in E14.5 male gonads (Saba et al., 2014) and P7 testis (Zhou et al., 2015b), the original array data sets (NCBI GEO accessions GSE37718 and GSE61807) were analyzed. Probe data were background corrected and quantile normalized, followed by fitting of a differential intensity model, using the limma package in R (Ritchie et al., 2015). NANOS2-bound targets were identified as transcripts with a greater than 2-fold excess in signal intensity in the NANOS2 IP versus control IP and by false discovery rate (FDR) of less than 0.05. These target lists were overlapped with our NANOS2 CRAC list. Violin and cumulative distribution plots were generated comparing top-500 NANOS2-bound transcripts (ascertained by normalized CRAC scores) to transcripts not showing NANOS2 binding. Significant differences were detected using Mann-Whitney U tests.

#### RNA isolation and RNA-seq

RNA was isolated from sorted SSCs by using QIAzol Lysis Reagent (79306, Qiagen) and following the manufacturer’s instructions. To generate RNA-seq libraries total RNA was treated with DNAse I, in 10X Buffer (AMPD1, Sigma). RNA was purified using Rneasy MinElute columns (74204, Qiagen) and ribosomal RNA depletion was performed with the RiboCop kit (Lexogen). Ribo-depleted RNA was used to generate libraries with the SENSE Total RNA-Seq Library Prep Kit (Lexogen) following the manufacturer’s instructions. Libraries were sequenced with an Illumina HiSeq2500 on a 50 bp, single-end run.

#### Gene ontology (GO) analysis

The gene ontology (GO) enrichment of the top 500 NANOS2 CRAC targets was determined by using the topGO R package. The enrichment for the biological process ontology was assessed by using Fisher’s exact test (P-value < 0.05).

#### Ingenuity pathways analysis

The pathways enrichment analysis of the top 500 NANOS2 CRAC targets was generated through the use of IPA (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis) (Krämer et al., 2014). The significance of the enrichment for the signaling pathways was defined by setting -log P-value > 1.3, which corresponds to a 0.05 significance threshold.

#### Immunoprecipitation followed by mass spectrometry (IP-MS)

IP-MS was performed from three replicates of *Nanos2*^*CTL*^ and *Nanos2*^*TAG/TAG*^ SSC lines. TAG-NANOS2 was immunoprecipitated with Anti-GFP antibody (11 814 460 001, Roche) cross-linked to Protein G magnetic beads (88848, Thermo) and processed as described (Much et al., 2016). Peptides were separated on an ultra-high resolution nano-flow liquid chromatography nanoLC Ultimate 3000 unit fitted with an Easyspray (50 cm, 2 μm particles) column coupled to the high resolution/accurate-mass mass-spectrometer Orbitrap Fusion Lumos operated in DDA(data-dependent-acquisition)-mode (Thermo Fisher Scientific). Raw data were processed using MaxQuant version 1.6.1.0. Label-free quantitation (LFQ) was performed using the MaxQuant LFQ algorithm (Cox et al., 2014). Peptides were searched against the mouse UniProt database (date 21.07.2017) with commonly observed contaminants (e.g. trypsin, keratins, etc.) removed during Perseus analysis (Cox et al., 2014; Hubner et al., 2010; Tyanova et al., 2016; The UniProt Consortium, 2017). For visualization, LFQ intensities were imported into Perseus version 1.6.0.2 (Tyanova et al., 2016) and processed as described (Hubner et al., 2010).

#### SLAM-seq

The optimal concentration of 4SU (4-Thiouridine) for SSC lines (100 μM) was determined by using the cell viability titration assay in the Lexogen SLAMseq Explorer Kit. SSCs labeling with 4SU was performed as followed: media with 4SU was supplied twice to SSCs, 24 and 3 hours before time 0 (t_0_). At t_0_, 4SU-media was replaced with 4SU-free-media and SSCs were isolated 0, 30 minutes, 1, 2, 9 and 24 hours later.

1.5 x 10^6^ SSCs were isolated by FACS for each sample and timepoint. SLAM-seq libraries were prepared by using the Lexogen SLAMseq Kinetics Kit – Catabolic Kinetics Module and the Lexogen QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina, following the manufacturer’s’ instructions. Libraries were sequenced using an Illumina HiSeq2500 platform on a 50 bp, single-end run. Two biological replicates were used to generate libraries with each biological replicate was composed of two technical replicates.

Analysis of SLAM-seq libraries was performed by using the SlamDunk pipeline (Neumann et al., 2019). T to C conversion rates obtained from different time points were normalized to t_0_ for each gene and were used to fit a first-order decay reaction, with the R stats package nls function. The two technical replicates present in each biological replicate were collapsed before calculation of half-life.

### Quantification and statistical analysis

All details of statistical analyses, including replicates, statistical tests and outcomes, are described in the Method details, main results section, and Figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

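RNA-seq and SLAM-seq values of SSC lines were analysed, starting from 3 tables that the authors deposited. The RNA-seq table held 1 library from a *Nanos2* TAG/+ line and 1 from a *Nanos2* TAG/TAG line. The SLAM-seq tables held 1 half-life for each transcript in each of the same lines, fitted by the authors over 12 libraries per line. Samples were mapped to genotype and line from their labels and the methods. The sample labels also list 2 CRAC libraries of the *Nanos2* TAG/TAG line and 2 of the control line, which were not analysed here. CRAC values, where used, are the paper's, from Tables S1 and S2, and Table S1 was used in part. IP-MS, RIP and overexpression data were not used here.

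The FPKM values were computed by the authors from reads of ribosomal RNA-depleted total RNA, and the paper's text does not name the aligner, the read counter or the annotation for RNA-seq. Whole reads were recovered from FPKM as follows. The ratio of the FPKM values of a gene in both libraries was, for 96.4% of genes, a fraction of whole numbers times a constant, which gave a relative depth of 1.08 (*Nanos2* TAG/TAG over *Nanos2* TAG/+). Gene lengths were then tried. The mean length of the annotated transcripts in GENCODE M21 gave whole reads for 100% of 13884 genes, whereas the merged exon length did so for 18.6%. The library depths are 10908790 reads (*Nanos2* TAG/+) and 11738620 reads (*Nanos2* TAG/TAG), and they are what FPKM was scaled to. A gene with few reads has an imprecise FPKM, and the recovered reads are given beside the genes with few reads whose FPKM is printed. With 1 library per line, differences between the lines were described without p-values.

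The half-lives were computed by the authors with SlamDunk and a first-order decay fitted with the R function nls, after normalization of conversion rates to the start of the chase and collapse of technical replicates. They are in minutes and come without an error or a depth. The filter that left 5806 transcripts is not named in the paper's text.

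Bound transcripts were the top 500 of Table S2, and not-bound transcripts all others with a half-life. Medians were compared in each line with the paper's test, a two-sided Mann-Whitney U test across transcripts, and with a two-sided permutation test of 100000 resamples. Expression was accounted for by random lists, 10000 per comparison, drawn from not-bound transcripts within 10 bins of mean FPKM, and by weighting not-bound transcripts to the same bins. The position of the bound median among the lists is given as a percentile. Rank correlations are Spearman's rho across genes or transcripts, with permutation p-values where given, and genes are not independent replicates. The 5 tests across transcripts were adjusted together by the Benjamini-Hochberg method. Log2 ratios of FPKM used a pseudocount of 0.1, and 1 as an alternative. Other alternatives were a different set of bound or not-bound transcripts, limits of FPKM 1 and 5, a limit of 540 min on half-life, 20 bins, no matching, and leaving out each line. Alternatives with unique 50-mers, with lists drawn from bound and not-bound transcripts together and with another gene length were chosen after seeing the data.

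The genes named in the text followed a rule: every gene that the paper's results name as a target or show as one in Figures 2H, 3C or 3E, the 5 highest ratios of Table S2, *Nanos2*, the CCR4-NOT subunits of Table S5, and the spermatogonial markers and meiotic genes that the paper names. Full values are given for those that a claim needs, and 1 item is not reported here. The main settings, the alternatives and this rule were set before the data were examined, apart from those stated otherwise.

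Gene positions, 3′ UTRs and motif matches are from GRCm38 with GENCODE M21, which is the mm10 assembly that the paper names for CRAC. A 3′ UTR was taken after the stop codon of 1 coding transcript per gene, the APPRIS principal transcript where annotated and otherwise the one with the longest 3′ UTR. Matches to AUKAAWU (K = G or U, W = A or U) were searched on the sense strand. Uniqueness was the percent of 50-mers, taken every 10 bases of a gene's exons, that occur once in the genome, over 6176368 50-mers of 13871 genes.

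The scripts were tested on simulated data. With simulated reads, whole reads were recovered for 100% of 13904 genes. Simulated sets of half-lives were built from the *Nanos2* TAG/+ line alone, over the 5152 transcripts with an FPKM. In 200 simulated sets with bound labels assigned at random, the Mann-Whitney test gave p below 0.05 in 4% and the matched lists, 1000 per set, in 5%. When half-lives were shuffled within the FPKM bins and the bound labels kept, the Mann-Whitney test gave p below 0.05 in 100% of sets with a mean reduction of 16.0%. In these sets the matched lists did so in 8.5%, and in 4% when drawn from bound and not-bound transcripts together. After the half-lives of bound transcripts in the shuffled sets were shortened by 10%, the matched lists detected it in 94% and 89.5%, respectively. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.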

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

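All tests in this part were chosen only after the results were seen, and the lists of growth-factor-response, fibroblast and differentiation genes were partly put together from genes whose values had been seen. The values below come from 1 library per line, so genotype, line and extraction reagent cannot be told apart. Feeder RNA and a smaller share of differentiating cells were weighed with lists of genes. No other biological explanation was tested.

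Of 11923 genes with at least 50 reads in both libraries together, 513 differed by more than 4-fold in FPKM between the lines, which the paper averages as biological replicates. FPKM was higher in the *Nanos2* TAG/TAG line for 350 and in the *Nanos2* TAG/+ line for 163. Counting noise alone gave at most 0 such genes in 20 simulations, but the variation between separate lines and extractions is not known here, so this does not show that the number is unusual. Of the 513 genes, 104 had under 50% unique 50-mers, and 368 had at least 80%, so shared reads do not account for most of them. The median log2 ratio of the 11923 genes was -0.00055, and 1 gene of the top 500 was among the 513.

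Genes listed at 0 in one line were also counted by themselves. There were 94 that were listed at 0 in one line and had at least 50 reads in the other, up to 1053 reads. These 94 genes meet the limit of 50 reads in both libraries together. They therefore overlap with the genes counted above as differing by more than 4-fold and are not a separate group. Of these, 62 were at 0 in the *Nanos2* TAG/+ line and 32 in the *Nanos2* TAG/TAG line, and 44 are annotated as pseudogenes. Under 50% of the 50-mers were unique for 55.3% of these genes, against a median of 6.38% in FPKM-matched lists, above all 10000 lists (percentile 100). A candidate explanation is that reads of near-identical copies were assigned differently in the libraries. None of these genes was in the top 500.

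A list of genes put together as growth-factor-response genes, with GDNF in mind, had a median log2 FPKM ratio (*Nanos2* TAG/TAG over *Nanos2* TAG/+) of 1.16, above all 10000 expression-matched lists (percentile 100). The list also holds the GDNF receptor gene *Gfra1*. The cultures also receive FGF2 and EGF, and a response to GDNF itself was not tested. Of the 13 genes measured, 9 were higher in the *Nanos2* TAG/TAG line and 4 were lower. For 7 genes of the list the values had been seen before the list was written. The other 6 had a median log2 ratio of 1.05, at percentile 99.9. RNA from fibroblast feeders was weighed first. A list of 14 fibroblast genes had a median log2 ratio of 0.63, at percentile 99.7, with 13 of the genes higher in the *Nanos2* TAG/TAG line, and for the 10 genes not seen before, it was at percentile 96.7. The rise of the first list was larger than that of the fibroblast list, 1.16 against 0.63, so more of the same feeder RNA would not be expected to give all of it. Which genes of the first list feeders express was not tested, so a part that comes from feeder RNA cannot be told apart. A smaller share of differentiating cells was weighed next. The median log2 ratio of 9 differentiation genes was -0.33, at percentile 10.7, within the range of matched lists, and for the 5 genes not seen before it was at percentile 38.8. Of the 9 genes, 6 were lower in the *Nanos2* TAG/TAG line and 3 were higher. The higher ones include *Neurog3*, with a log2 ratio of 3.63, which the paper places before c-Kit-positive cells. The list thus mixes stages, and a smaller share of differentiating cells is not excluded. Differences in culture, line or extraction remain possible and were not tested.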

How the results depend on the processing

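Of 72 alternatives run on the results set before the data were examined, 47 left the direction, the side of the threshold or the value within the spread between lines. Some of the 47 removed no data and could not change a value. Examples are the limits to transcripts with a half-life in both lines and to genes with FPKM above 0 in either line. The shorter half-life of bound transcripts kept its direction and p below 0.05 in both lines when the top 250 or top 100 of Table S2 were used, with the stricter not-bound set, with half-lives limited to 540 min, with FPKM of at least 1 or 5, and with transcripts of at least 80% unique 50-mers (chosen after seeing the data). Differences ranged from -47.6 to -38.4 min in the *Nanos2* TAG/+ line and from -54.4 to -34.3 min in the *Nanos2* TAG/TAG line.

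With not-bound transcripts weighted to the FPKM bins of bound transcripts, the difference was -4.40 min in the *Nanos2* TAG/+ line, 2.59 min in the *Nanos2* TAG/TAG line and -1.72 min for the mean of the lines, and the percent reduction was 0.912%. With the genes of highest CRAC RPM without FPKM normalization as bound, the difference kept its direction with p = 0.0499 in the *Nanos2* TAG/+ line, was -8.61 min in the *Nanos2* TAG/TAG line (p = 0.162) and -7.96 min for the mean (p = 0.0576), and the reduction was 3.57%. With means, the reduction was 20.5%. The bound median's percentile among lists became 0 in both lines without matching. With FPKM matching it was also 0 in both lines for the genes of highest CRAC RPM, in contrast to 21.9 in the *Nanos2* TAG/+ line and 68.4 in the *Nanos2* TAG/TAG line with the top 500. This set differs from the top 500 in its input and coverage as well as in the division by FPKM. Its ranking is not scaled to length and leaves control reads in. With the stricter not-bound set the percentile moved to 10.7 in the *Nanos2* TAG/+ line and 49.2 in the *Nanos2* TAG/TAG line, and with abundance from merged exon length (chosen after seeing the data) to 5.03 (p = 0.101) and 32.4, in the same order, that is toward a shorter bound half-life in both lines. The cause was not tested.

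The median half-life was 219.9 min (*Nanos2* TAG/+) and 219 min (*Nanos2* TAG/TAG) with half-lives limited to 540 min, 225 and 227 min with FPKM of at least 1, and 218 and 220.3 min as geometric means. Under the limit of 540 min the correlation between lines was 0.731 and the shift between lines was 0.0013, with the opposite sign of -0.0016, both far from the threshold. Within the top 500, rho of ratio and half-life was 0.0520 given mean FPKM and 0.221 for the CRAC signal before normalization, both of opposite sign to -0.0982. The permutation p of the latter was 4e-05, and given mean FPKM that rho was 0.0617 (p = 0.251), so most of it went along with FPKM.

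Leaving out each line in turn gave differences from -41.7 to -36.3 min, reductions from 15.9% to 18.4%, rho of ratio and half-life from -0.104 to -0.0754, rho of CRAC RPM and FPKM from 0.0939 to 0.110, and 475 to 487 top-500 genes kept. For 56 named genes, a pseudocount of 1 changed the sign of 0 log2 ratios, and changed 36 of them at 2 decimals. No paired analysis was possible because the groups compared are sets of transcripts within the same lines, and each line has 1 FPKM value and 1 half-life per gene without replicate numbers. The unknown precision of a single half-life limits statements on single genes.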

Other observations

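The limit for the FPKM-matched lists in each line, the correlation of CRAC signal at a given FPKM, and the motif comparisons without dropped transcripts and between a motif and its reverse were chosen only after related results were seen. Lists matched on FPKM were themselves set before the data were examined.

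The shorter half-life of bound transcripts was weighed against properties of the transcripts. Lower abundance was tested with FPKM-matched lists, in which the bound median was at percentile 21.9 in the *Nanos2* TAG/+ line and 68.4 in the *Nanos2* TAG/TAG line, so lower abundance may be sufficient to give most of the difference. The percentiles were lower with the stricter not-bound set, at 10.7 and 49.2, and with abundance from merged exon length, at 5.03 and 32.4, so a shorter half-life at a given expression is not excluded, above all in the *Nanos2* TAG/+ line. Half-lives of the *Nanos2* TAG/+ line shuffled within FPKM bins gave a mean reduction of 16.0%, against 18.4% measured in that line. The measured value also covers transcripts without an FPKM. A cut of 10% at a given FPKM would have been detected in 94% of these simulated sets. No half-lives of the *Nanos2* TAG/TAG line were simulated. The comparison at a given FPKM has a further limit, as half-life itself sets abundance in part, and matching on FPKM could remove a true effect. Ranking by CRAC signal divided by FPKM also favors transcripts of low FPKM at a given signal. Going the other way, genes ranked by CRAC RPM without division by FPKM had medians below all 10000 FPKM-matched lists (percentile 0 in both lines). That set also differs in input and coverage, with a rho of 0.650 between the CRAC signals of both tables. Its RPM is not scaled to transcript length, control CRAC reads were not subtracted, and its lists were matched on FPKM only. Length or background could therefore contribute to its lower medians. Both results bear on the same question, and the data do not settle it. With only transcripts of at least 80% unique 50-mers, the percentile was 23.1 for the mean of the lines, so the outcome did not rest on genes with shared reads. Length of the 3′ UTR did not account for all of the difference. In the mean of the lines, the bound median was 187 min against 225 min for all not-bound transcripts and a median of 215 min in lists matched on 3′ UTR length, at percentile 0. An effect of NANOS2 in proportion to its CRAC signal was not seen. Within the top 500 the partial rho of CRAC signal and half-life given FPKM was 0.0617 (permutation test, p = 0.251), across transcripts.

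Top-500 genes with a half-life had a low FPKM, with a median of 12.4 against 31.8 for not-bound transcripts, whereas the median of all top-500 genes, 10.9, was not below that of all genes, 10.5. Reads shared with near-identical copies could lower an FPKM, and the median percent of unique 50-mers in the top 500 was 99.1, against 99.7 in FPKM-matched lists (percentile 0). The lists were matched on FPKM, the property in question, so this test does not decide, and by it the low FPKM cannot be told apart from an effect of shared reads. The medians lie close together, and the share of genes under 80% went the other way, at 9.22% against 11.8% (percentile 2.84). That share was also compared with lists matched on FPKM, so it does not decide either.

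The AUKAAWU motif was present in the annotated 3′ UTRs of 74.3% of 498 top-500 genes, against a median of 62.7% in lists matched on 3′ UTR length and A+U content (percentile 100). The reversed motif, of the same composition, was present in 63.7%, against 61.2% (percentile 91.7). Length and A+U content do not account for the excess of AUKAAWU, and it was not seen to the same extent for the reversed motif. The paper derived the motif from these genes' CRAC reads, so the excess is not independent of that.

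Not-bound transcripts that carry AUKAAWU had shorter half-lives than matched ones that do not, in the mean of the lines. Among 678 carriers with enough transcripts to match on 3′ UTR length, A+U content and FPKM, with 1230 left out, the median was 215 min, against 238 min in lists of transcripts without the motif (percentile 0). The reversed motif gave 229 min against 231 min (percentile 31.5, with 1195 left out). Without leaving out any carrier, and with lists drawn from all not-bound transcripts, the 1908 carriers had a median of 199 min against 207 min (percentile 0), and carriers of the reversed motif were at percentile 89.9. Among transcripts with only one of the motifs, the 736 with AUKAAWU had a median of 198 min against 211 min in lists drawn from both kinds (percentile 0), and the 735 with only the reversed motif had 228 min against 218 min (percentile 100). These results mirror each other, so this comparison cannot tell shorter half-lives of one kind from longer half-lives of the other. A hypothesis is that the motif, or sequences that overlap it, marks less stable mRNAs also outside the top 500, through NANOS2 binding outside the list or through other factors. Bins for matching were coarse, with 5 per property, and which protein acts was not tested.

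*Nanos2* had an FPKM of 27.5 in the *Nanos2* TAG/+ line and 23.8 in the *Nanos2* TAG/TAG line, a log2 ratio of -0.21, with no half-life listed. *Neurog3* had 7 and 108 reads, and *Kit* 997 and 854. *Wdr89*, at rank 5 of the paper's list, had half-lives of 1219 and 1358 min, longer than 99.7% and 99.4% of all transcripts.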
